# Identification of WOX Family Genes in *Selaginella kraussiana* for Studies on Stem Cells and Regeneration in Lycophytes

**DOI:** 10.3389/fpls.2016.00093

**Published:** 2016-02-05

**Authors:** Yachao Ge, Jie Liu, Minhuan Zeng, Jianfeng He, Peng Qin, Hai Huang, Lin Xu

**Keywords:** *Selaginella kraussiana*, lycophyte, stem cell, *WOX*, regeneration, vascular plants

## Abstract

Plant stem cells give rise to all tissues and organs and also serve as the source for plant regeneration. The organization of plant stem cells has undergone a progressive change from simple to complex during the evolution of vascular plants. Most studies on plant stem cells have focused on model angiosperms, the most recently diverged branch of vascular plants. However, our knowledge of stem cell function in other vascular plants is limited. Lycophytes and euphyllophytes (ferns, gymnosperms, and angiosperms) are two existing branches of vascular plants that separated more than 400 million years ago. Lycophytes retain many of the features of early vascular plants. Based on genome and transcriptome data, we identified *WUSCHEL-RELATED HOMEOBOX* (*WOX*) genes in *Selaginella kraussiana*, a model lycophyte that is convenient for *in vitro* culture and observations of organ formation and regeneration. *WOX* genes are key players controlling stem cells in plants. Our results showed that the *S. kraussiana* genome encodes at least eight members of the WOX family, which represent an early stage of WOX family evolution. Identification of *WOX* genes in *S. kraussiana* could be a useful tool for molecular studies on the function of stem cells in lycophytes.

## Introduction

Stem cells are characterized by their ability to self-renew in an undifferentiated state and their potential to differentiate into functional cells (Jaenisch and Young, 2008; Lander, 2009). All plant organs are derived from stem cells, and stem cells are also important in plant regeneration (Sugimoto et al., 2011; Xu and Huang, 2014). In angiosperms, stem cells are organized in a special environment; that is, the stem cell niche within the meristem (Scheres, 2007; Aichinger et al., 2012). Genes in the *WUSCHEL-RELATED HOMEOBOX* (*WOX*) family encode the key controllers of stem cell niche in many plant species. The WOX family homeobox proteins can be divided into three clades according to the time of their appearance during plant evolution: the ancient clade, the intermediate clade, and the WUS clade (Haecker et al., 2004; van der Graaff et al., 2009). The specification and organization of stem cells have become increasingly complex during the evolution of vascular plants, accompanied by increased complexity of *WOX* genes in diverse stem cell niches (Aichinger et al., 2012). To fully understand the complexities of stem cell activity, it would be useful to understand how stem cells functioned in the early evolution of vascular plants, as this may provide an evolutionary view of plant stem cells and stem cell niches.

More than 400 million years ago, the appearance of vascular plants was an important step in evolution during the colonization of land by plants (Bennici, 2007, 2008; Banks, 2009). Since then, vascular plants have diverged into several lineages, only two of which survive today; the lycophytes such as *Selaginella* (spikemosses), and the euphyllophytes consisting of monilophytes (ferns), gymnosperms, and angiosperms (**Figure 1A**; Raubeson and Jansen, 1992; Duff and Nickrent, 1999; Qiu and Palmer, 1999; Pryer et al., 2001; Qiu et al., 2007; Banks, 2009; Banks et al., 2011; Kenrick and Strullu-Derrien, 2014). Many lycophytes retain the typical features of early vascular plants, and therefore, are suitable for studies on the early evolution of vascular plants. For example, lycophytes have a simple and bifurcating apical meristem at the shoot and root tips (i.e., dichotomous branching), which is representative of early vascular plants during evolution (Banks, 2009). The genome of *Selaginella moellendorffii*, a model plant of lycophytes, was sequenced (Banks et al., 2011), and this greatly improves our knowledge on lycophytes. Identification of WOX family genes in *S. moellendorffii* suggests that lycophytes do not have the WUS clade (Deveaux et al., 2008; Mukherjee et al., 2009; van der Graaff et al., 2009).

**FIGURE 1:**
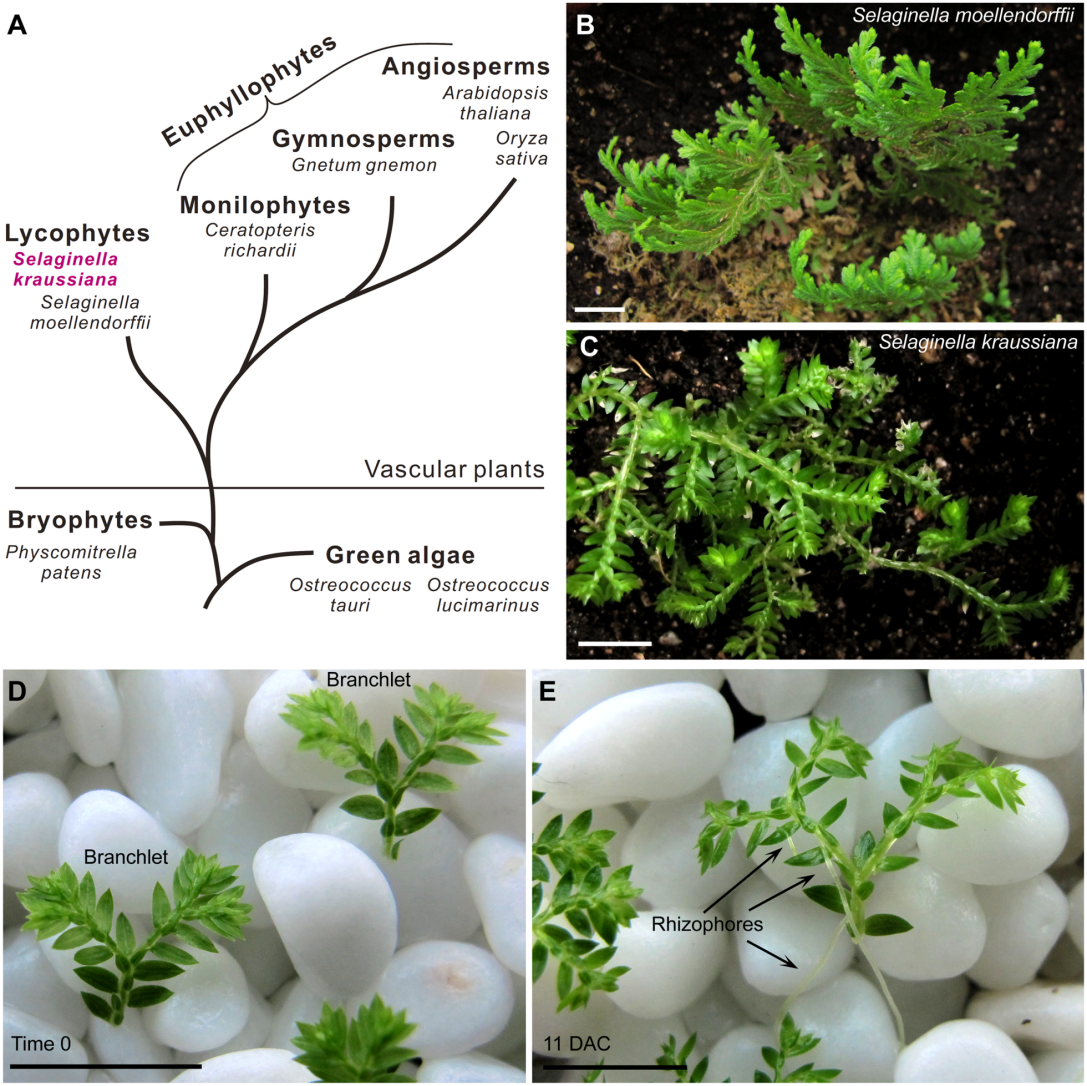
***Selaginella kraussiana* as a model plant for studies on lycophytes.** **(A)** Simplified evolutionary route of green plants, showing two existing branches of vascular plants; lycophytes and euphyllophytes. **(B,C)** Phenotypes of *S. moellendorffii* **(B)** and *S. kraussiana* **(C)**. Note that the stem of *S. moellendorffii* is upright **(B)**, while that of *S. kraussiana* is prostrate **(C)**. **(D,E)** *In vitro* culture system of *S. kraussiana*. Detached branchlets of *S. kraussiana* were cultured on wet stones at time 0 **(D)** and 11 DAC **(E)**. Growth of rhizophores that bear roots could be observed **(E)**. Scale bars, 1 cm in **(B–E)**.

*Selaginella kraussiana*, another model lycophyte, is easy to culture *in vitro* and suitable for studies on stem cells and regeneration. In this study, we identified *WOX* genes in *S. kraussiana* and analyzed their expression patterns in tissues based on genome and transcriptome data.

## Results

### *In Vitro* Culture System of *S. kraussiana*

*Selaginella* is a lycophyte lineage that separated from the euphyllophytes more than 400 million years ago (**Figure 1A**; Kenrick and Crane, 1997; Banks, 2009). Several species of *Selaginella* have been used to study different aspects of development. The stem phenotypes of *Selaginella* species are generally characterized by a prostrate or upright growth habit (Rost et al., 1997). *S. moellendorffii* has an upright stem (**Figure 1B**), and its genome has been sequenced (Banks et al., 2011). Different from *S. moellendorffii*, *S. kraussiana* is another commonly used species that has a typical prostrate stem (**Figure 1C**; Harrison et al., 2005; Floyd and Bowman, 2006; Prigge and Clark, 2006; Harrison et al., 2007; Otreba and Gola, 2011; Sanders and Langdale, 2013).

Compared with *S. moellendorffii*, *S. kraussiana* is more readily cultured *in vitro* and more amenable to morphological observations (Sanders and Langdale, 2013). In our conditions, the detached distal part of *S. kraussiana* seedlings with one or two branches grows readily on wet stones with water (**Figure 1D**). This growth method provides a humid environment that allows the survival of detached branchlets and also provides a physical support for stem, rhizophore, and root development. The rhizophore is a root-bearing organ in *Selaginella*. The detached *S. kraussiana* branchlets can grow continuously on the wet stones, producing more dichotomous shoot branches and rhizophores at the Y-shaped branch junctions (**Figure 1E**). In contrast, it is difficult to culture detached tissues of *S. moellendorffii in vitro*, and difficult to induce these tissues to form rhizophores.

### Organ Formation and Cell Fate Transition in *S. kraussiana*

Using the *in vitro* culture system, *S. kraussiana* is suitable for studying organ formation and regeneration. The rooting process was clearly observed (**Figures 2A–E**; Otreba and Gola, 2011). In detached *S. kraussiana* branchlets, a rhizophore primordium was observed at the dorsal angle meristem located at the Y-shaped junction of dichotomous branching 2 days after culture (DAC; **Figures 2A,B**). Rhizophores continued to elongate (**Figures 2C,D**), and at 5 DAC the distal portion of the rhizophores started to bend (**Figure 2D**), indicating that their tips grew in response to gravity. The rhizophores continued to grow and produced bifurcating root tips (**Figure 2E**).

**FIGURE 2:**
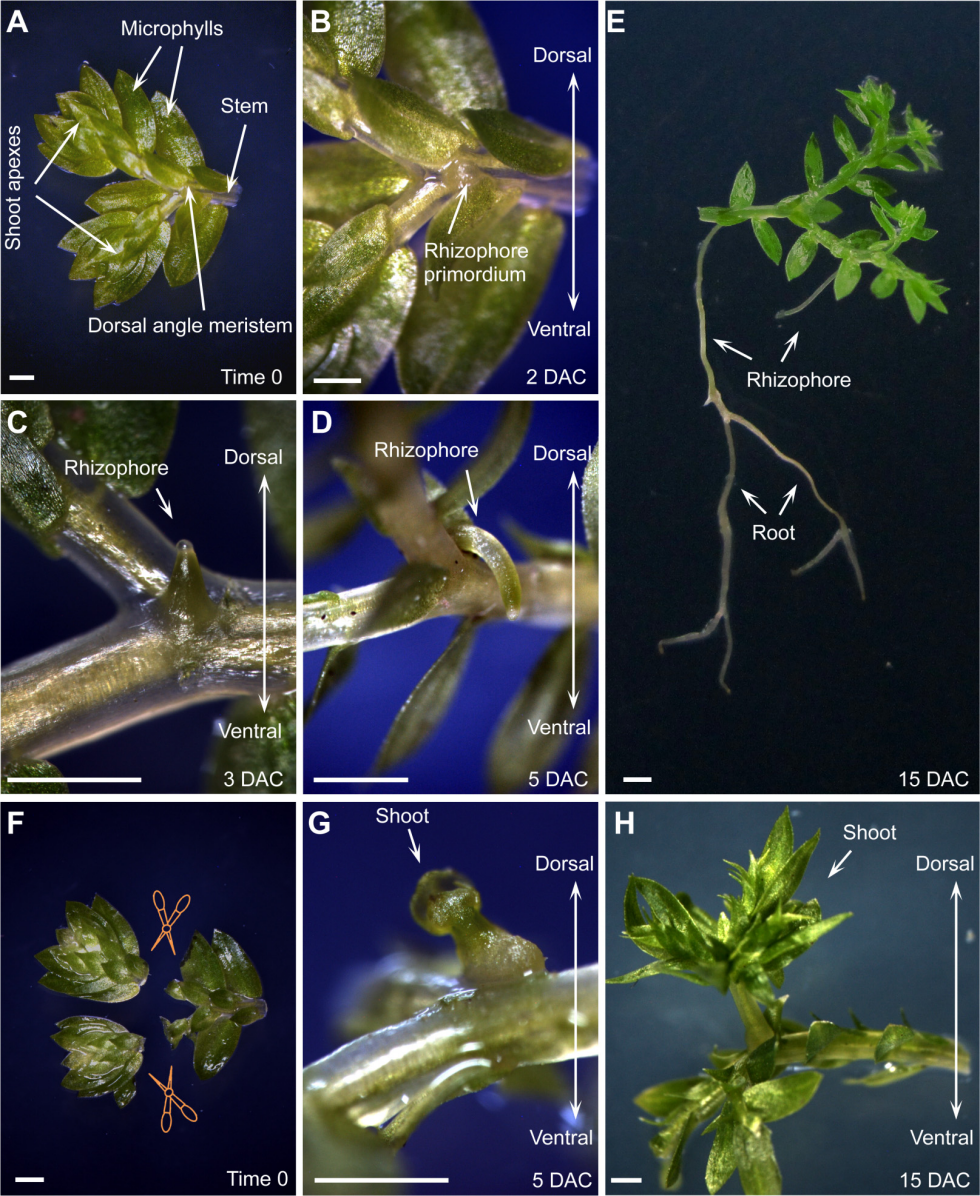
**Organ formation and regeneration in *S. kraussiana*.** **(A–D)** *In vitro* culture of *S. kraussiana*, showing rhizophore growth from detached branchlets at time 0 **(A)**, 2 DAC **(B)**, 3 DAC **(C)**, and 5 DAC **(D)**. Note that rhizophore primordium was observed from the dosal angle meristem at 2 DAC **(B)**. **(E)** Root formation from rhizophore. Note that the newly formed roots could bifurcate continuously. **(F–H)** Regeneration of shoot at angle meristem after excision of shoot apexes from branchlets. Shown are time-0 **(F)**, 5-DAC **(G)**, and 15-DAC **(H)** branchlets. Note that the regenerated shoot apex was observed from the dosal angle meristem at 5 DAC **(G)**. Detached branchlets were cultured on wet stones and removed to an agar plate to take pictures. Scale bars, 1 mm in **(A–H)**.

We also analyzed the regenerative ability of *S. kraussiana* in the *in vitro* culture system. It was reported that *Selaginella* has the ability to change the fate of angle meristem cells from rhizophore to shoot upon injury of the shoot apexes (Williams, 1937; Webster and Steeves, 1964; Webster, 1969; Wochok and Sussex, 1975). We repeated this experiment by excision of the two shoot apexes from the detached branchlet (**Figure 2F**). After excision, the new shoot apex regenerated within 5 DAC from the dorsal angle meristem (**Figure 2G**), where the rhizophore primordium usually grew in non-excised branchlets (**Figures 2B–D**). This suggests that the fate of stem cells within the angle meristem was changed from rhizophore or root to shoot during regeneration. The regenerated shoot apex grew continuously to form a seedling (**Figure 2H**). Overall, these observations confirmed that *S. kraussiana* is a good system for studying organ formation and regeneration.

### Identification of *WOX* Genes from Genome and Transcriptome Sequencing Data of *S. kraussiana*

To estimate the size of the *S. kraussiana* genome, we performed a flow cytometry analysis. The data showed that the genome of *S. kraussiana* is smaller than that of *Arabidopsis thaliana* (**Figure 3A**), consistent with the previous study (Little et al., 2007). We conducted a DNA-seq analysis of the *S. kraussiana* genome (**Figure 3B**). The draft assembly of contigs confirmed that the *S. kraussiana* genome is smaller than that of *A. thaliana* and similar to the length of the genome of *S. moellendorffii* (The Arabidopsis Genome Initiative, 2000; Banks et al., 2011).

**FIGURE 3:**
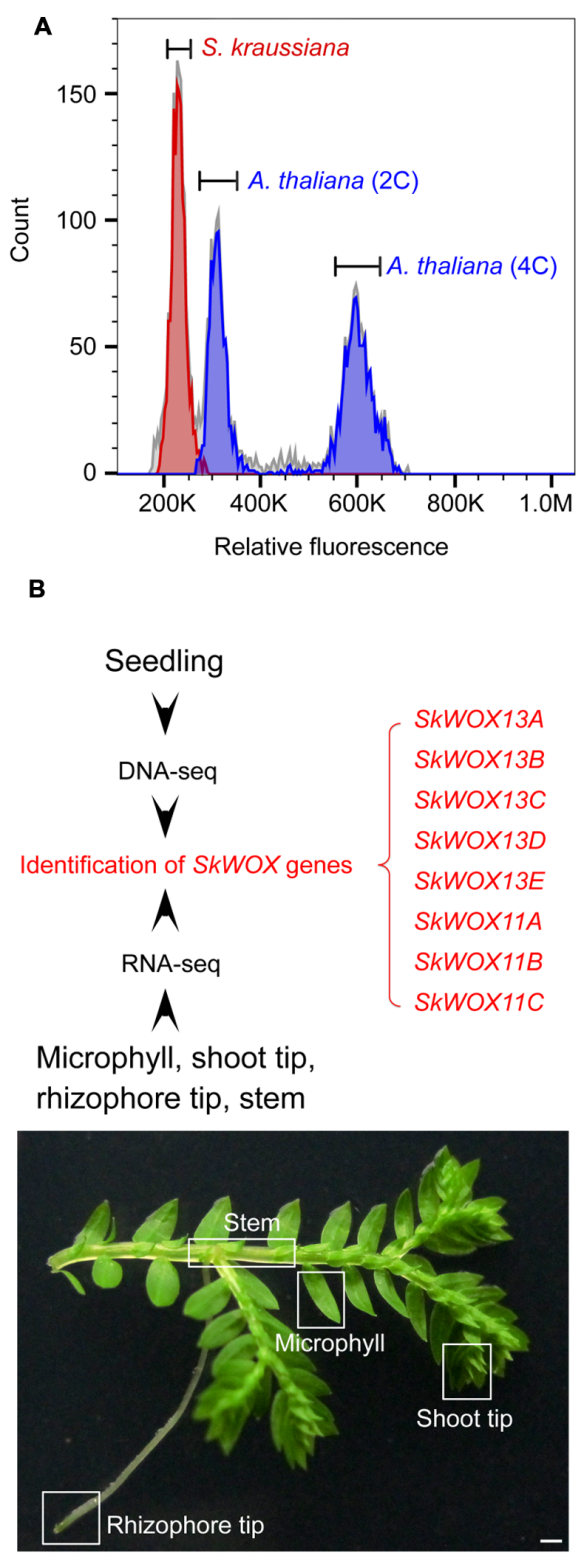
**Genome and transcriptome analyses of *S. kraussiana*.** **(A)** Flow cytometry analysis of genome size of *S. kraussiana*. Genome size of *S. kraussiana* (red peak, %CV = 4.74) was estimated using the internal reference standard *Arabidopsis thaliana* (indigo peaks: 2C, %CV = 4.81; 4C, %CV = 3.66). **(B)** DNA-seq and RNA-seq analyses of *S. kraussiana*. Genomic DNA from seedlings was used for DNA-seq and four different tissues were used for RNA-seq. Eight *SkWOX* genes (*SkWOX13A* to *E* and *SkWOX11A* to *C*) were identified.

To analyze the transcriptome of *S. kraussiana*, we performed an RNA-seq analysis using four different tissues: microphyll, shoot tip, rhizophore tip, and stem (**Figure 3B**). 

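The 4 tissues were each sequenced as 1 library. The microphyll is the leaf of a lycophyte, the rhizophore tip is the growing end of the organ that bears the roots, and the shoot tip holds the shoot apex. Most transcribed loci were found in every tissue. When the records that overlapped by at least 1 bp on a contig were merged over the 4 tissues, 31210 loci on 26929 contigs resulted, of which 20590 (66.0%) had a record in all 4 tissues, 3061 in 3 tissues, 2848 in 2 tissues and 4711 in 1 tissue. An FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) of 1 or more was reached at 24282 loci in the microphyll, 23824 in the rhizophore tip, 24077 in the shoot tip and 23338 in the stem. Plants were grown at 26°C under 16 h of light at about 5000 lux and 8 h of dark. The paper names Trizol for the RNA used in RT-PCR and names no reagent for the RNA-seq samples. The paper gives 240658608 reads for the microphyll, 229142616 for the rhizophore tip, 258347936 for the shoot tip and 208693928 for the stem, from inserts of about 300 bp. The deposited labels name the tissues leaf, rhizophore, seedling and stem. The seedling library was taken as the shoot tip because the methods give read totals under the names stem, leaf, rhizophore and seeding, read here as a misspelling of seedling, for the 4 tissues, so that no other tissue is left for it, and whether it holds more of the plant than the shoot tip is not given in the sources used here. The authors removed the first 10 bp of each read, aligned the reads to their own contig assembly with TopHat 2.0 and analyzed them with CuffLinks 2.1, which assembles transcripts from aligned reads and estimates the FPKM of each. The deposited records were assembled in each library on its own and carry a contig position, an FPKM and its lower and upper bounds, but neither a gene name nor a count. There were 30999 records in the microphyll (median FPKM 9.90), 29549 in the rhizophore tip (median 11.7), 30393 in the shoot tip (median 11.0) and 28860 in the stem (median 11.3). Records were joined across tissues by position and their FPKM values were summed within a locus, so that genes that overlap on a contig count as 1 locus. Figure 4 draws the 8 SkWOX genes on contigs with 7-digit numbers, whereas the deposited records use 6-digit contig numbers between 15 and 105960, and 0 of the 8 numbers matched. The SkWOX genes were therefore not linked to records, and their FPKM values are not analysed here. With 1 library per tissue no test between tissues can be made, and every difference describes these 4 libraries without a replicate check.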

Since *WOX* genes are key regulators of stem cells in plants, we identified genes encoding members of the WOX family in *S. kraussiana* (*SkWOX* genes). Based on our DNA-seq and RNA-seq data, we identified eight genes predicted to encode a homeodomain similar to that of the WOX family proteins (**Figure 3B**; **Table 1**). We named the eight candidate *SkWOX* genes *SkWOX13A*–*E* and *SkWOX11A*–*C* according to the protein sequence similarity of their homeodomains to those of *A. thaliana* WOX (AtWOX) proteins. The cDNA or CDS sequences of the eight *SkWOX* genes were further confirmed by reverse transcription-polymerase chain reaction (RT-PCR) using total RNA from whole seedlings.

**Table 1:** Accession numbers of projects/sequences used in this study.

Projects/sequences	Deposition	Accession number
Whole Genome Shotgun project (DNA-seq, Draft assembly)^∗^	DDBJ/EMBL/GenBank	LDJE00000000
RNA-seq	GEO	GSE69388
BankIt1826187 skWOX11A	GenBank	KR870323
BankIt1826187 skWOX11B	GenBank	KR870324
BankIt1826187 skWOX11C	GenBank	KR870325
BankIt1826187 skWOX13A	GenBank	KR870326
BankIt1826187 skWOX13B	GenBank	KR870327
BankIt1826187 skWOX13C	GenBank	KR870328
BankIt1826187 skWOX13D	GenBank	KR870329
BankIt1826187 skWOX13E	GenBank	KR870330

*^∗^The version described in this paper is version LDJE01000000.*

The predicted transcriptional profiles of *SkWOX* genes showed diverse patterns in the four tissues based on the RNA-seq data (**Figures 4A–H**). *SkWOX13A* and *SkWOX11A* were barely expressed in the tested tissues (**Figures 4A,F**), and there were low transcript levels of *SkWOX13D* in all tissues tested (**Figure 4D**). *SkWOX13C*, *SkWOX13E*, *SkWOX11B*, and *SkWOX11C* showed relatively high transcript levels in all four tissues (**Figures 4C,E,G,H**). Interestingly, *SkWOX13B* was preferentially expressed at the rhizophore tip (**Figure 4B**). These data suggested that each of the *SkWOX* genes may play specific role(s) in different tissues.

**FIGURE 4:**
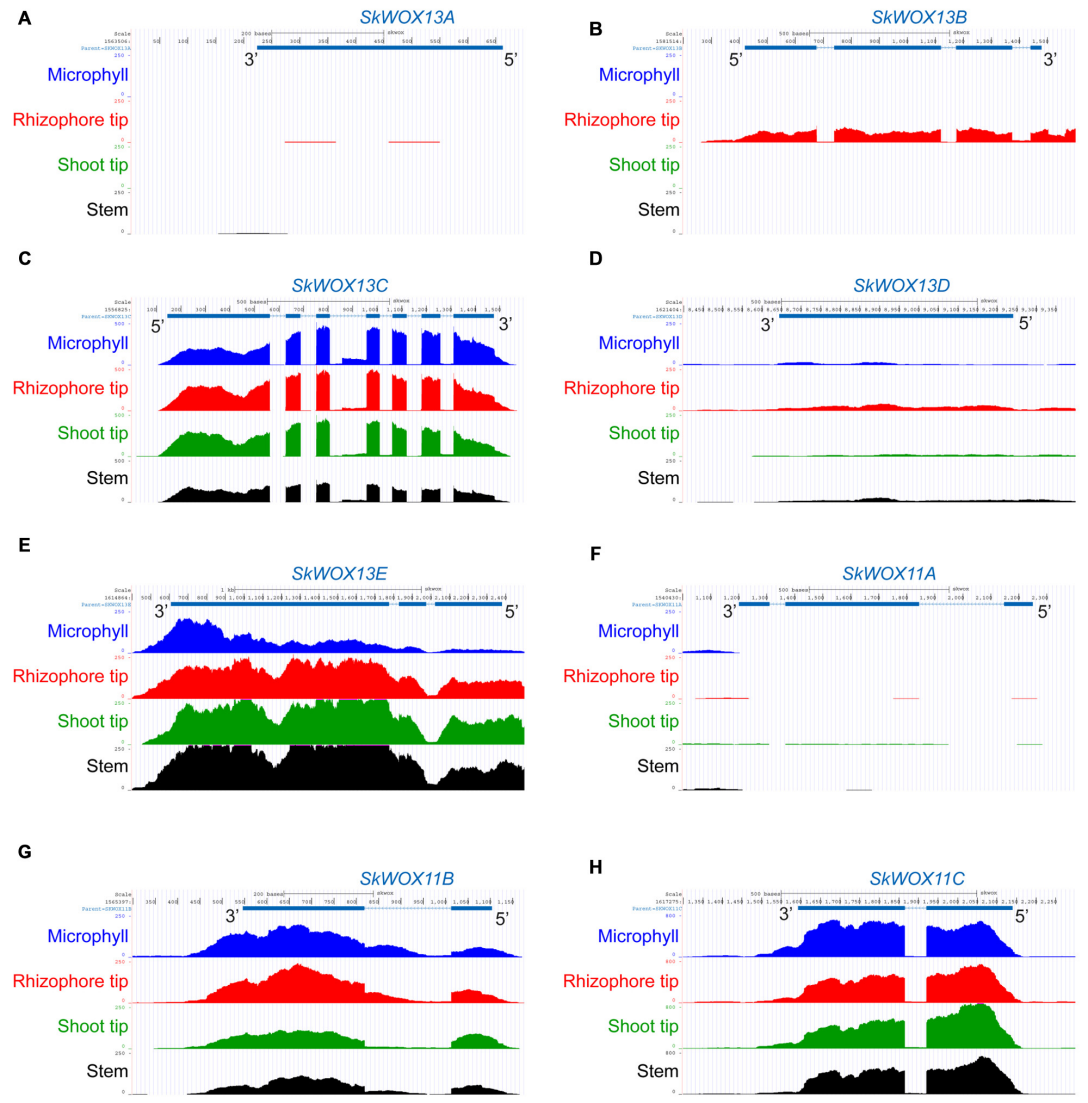
**Predicted expression profiles of *SkWOX* genes in *S. kraussiana.* (A–H)** RNA-seq analyses of expression patterns of *WOX* genes in *S. kraussiana*: *SkWOX13A* **(A)**, *SkWOX13B* **(B)**, *SkWOX13C* **(C)**, *SkWOX13D* **(D)**, *SkWOX13E* **(E)**, *SkWOX11A* **(F)**, *SkWOX11B* **(G)**, and *SkWOX11C* **(H)**. Peaks indicate RNA-seq reads aligned to the corresponding gene loci.

### Evolution of WOX Family Genes in Plants

To analyze the possible evolutionary history of the WOX family, we aligned the homeodomains of SkWOX proteins against the WOX homeodomains from the green algae *Ostreococcus tauri* (OtWOX13) and *Ostreococcus lucimarinus* (OlWOX13), the bryophyte/moss *Physcomitrella patens* (PpWOXs), the monilophyte/fern *Ceratopteris richardii* (CrWOXs), the gymnosperm *Gnetum gnemon* (GgWOXs), and the angiosperms *Oryza sativa* (OsWOXs) and *A. thaliana* (AtWOXs) (**Figure 5A**; Mukherjee et al., 2009; Nardmann and Werr, 2012, 2013; Sakakibara et al., 2014). Previous studies have suggested that particular peptide sequences in the WOX homeodomain can distinguish the three clades of WOX proteins (red box in **Figure 5A**): YNWFQNR for the ancient clade, FYWFQNR for the intermediate clade, and FYWFQNH for the WUS clade (Nardmann and Werr, 2012; Zeng et al., 2015).

**FIGURE 5:**
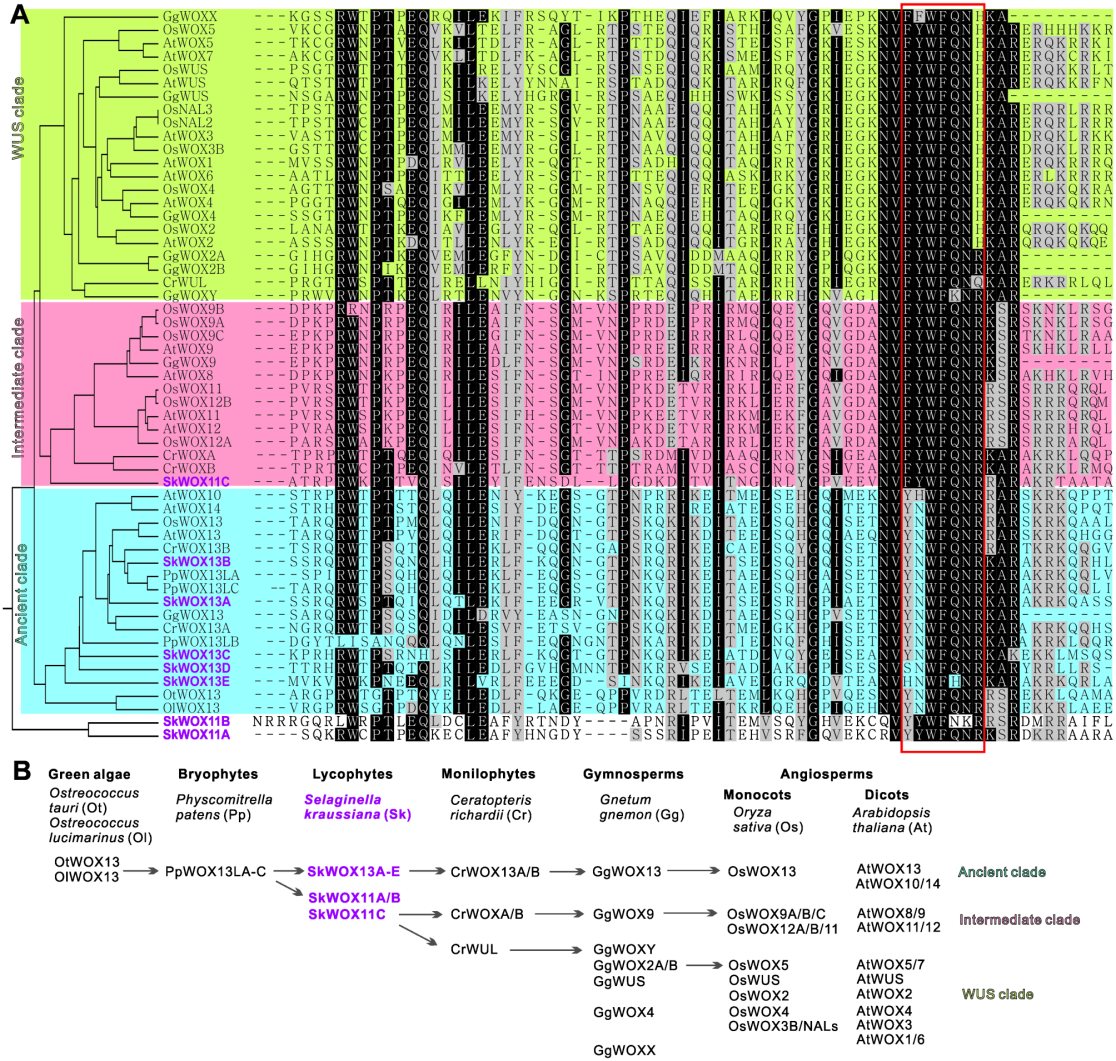
**Evolution of WOX family.** **(A)** Alignment of WOX homeodomains from different model plants. Phylogenetic analysis of homeodomain sequences was conducted using MEGA3.0 (Kumar et al., 2004). Protein sequences were obtained from published bioinformatics data (Haecker et al., 2004; Mukherjee et al., 2009; van der Graaff et al., 2009; Zhang et al., 2010; Nardmann and Werr, 2012, 2013; Lian et al., 2014; Zeng et al., 2015). Red box indicates sequence for classification of three clades. **(B)** Possible evolutionary route of WOX family genes.

Green algae and mosses only have the ancient clade of *WOX* genes, and moss *WOX* genes (*PpWOX13L*s) have been shown to play a role in apical stem cell formation and regeneration (Mukherjee et al., 2009; Sakakibara et al., 2014). Our data showed that *S. kraussiana* has at least five ancient-clade *WOX* genes, *SkWOX13A*–*E* (**Figures 5A,B**).

Consistent with previous genomic studies on *S. moellendorffii* (Mukherjee et al., 2009; van der Graaff et al., 2009; Lian et al., 2014), our data showed that the genome of *S. kraussiana* also encodes WOX proteins in the intermediate clade (**Figures 5A,B**). SkWOX11C has a FYWFQNR sequence in its homeodomain, typical of the intermediate clade. Interestingly, in *S. kraussiana* there is a lycophyte-specific clade of WOX proteins, SkWOX11A and B, which have a YYWFQNR (or YYWFNKR) sequence that appears to be transitional between the ancient (YNWFQNR) and the intermediate (FYWFQNR) clades (**Figures 5A,B**). Based on overall homeodomain sequence similarity, SkWOX11A/B separated from other WOX proteins in all the species tested in this study (**Figure 5A**), suggesting that this clade may have evolved far apart from the trunk road of the WOX family after they separated from SkWOX11C.

The *S. kraussiana* genome does not encode WUS-clade genes. The fern *C. richardii* contains WOX members similar to WUS-clade proteins, such as CrWUL (Nardmann and Werr, 2012). Sequence analysis showed that the CrWUL protein from *C. richardii* and GgWOXY and GgWOX2A/B from the gymnosperm *G. gnemon* show high sequence similarity to WUS-clade proteins (**Figure 5A**). However, none of these proteins contain the WUS-clade sequence FYWFQNH in the homeodomain (**Figure 5A**; Mukherjee et al., 2009; Nardmann and Werr, 2012, 2013; Zeng et al., 2015). Instead of FYWFQNH, GgWOXY and GgWOX2A/B have an intermediate sequence FYWFQNR (**Figure 5A**). This suggests that CrWUL, GgWOXY, and GgWOX2A/B might represent a transitional evolutionary stage from intermediate to WUS-clade proteins, although these proteins are usually included in the WUS clade (**Figures 5A,B**; Mukherjee et al., 2009; Nardmann and Werr, 2012, 2013; Zeng et al., 2015). The WUS-clade genes have further evolved in gymnosperms and angiosperms (**Figures 5A,B**) (Mukherjee et al., 2009; Nardmann et al., 2009; van der Graaff et al., 2009; Lian et al., 2014).

## Discussion

Lycophytes retain many features of vascular plants at the early stage of landing, and therefore, are useful for understanding the early evolution of vascular plants (Banks, 2009). *S. moellendorffii* and *S. kraussiana* are two commonly used lycophyte model plants that differ according to their stem phenotype (typical upright and prostrate stems, respectively). Both of them have merits for studies on lycophytes. Compared with *S. moellendorffii*, *S. kraussiana* has several advantages for studying organ formation and stem cell functions. First, *S. kraussiana* grows rapidly and is easy to culture *in vitro*. Second, it is easy to trace rhizophore and root development in *S. kraussiana*. Third, it is easy to observe the fate transition of stem cells during organ regeneration in *S. kraussiana*.

The genome sequence of *S. moellendorffii* has been reported previously (Banks et al., 2011). This genomic information has greatly improved our understanding of the evolution of the plant kingdom. In this study, we provided raw data of DNA-seq of the *S. kraussiana* genome and RNA-seq of four different *S. kraussiana* tissues (**Table 1**). These sequencing data provide a useful tool to study the developmental regulation of *S. kraussiana* using a molecular approach.

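Across the RNA-seq libraries, 3382 loci were preferentially expressed in 1 tissue, defined as an FPKM of 1 or more and a value of FPKM + 1 at least 4 times that of every other tissue. They numbered 1295 in the microphyll, 910 in the rhizophore tip, 514 in the shoot tip and 663 in the stem, or 5.33%, 3.82%, 2.13% and 2.84% of the loci expressed there. With each library rescaled to the same sum of FPKM, they numbered 773, 331, 216 and 749, and the stem came before the rhizophore tip. Most of that sum belongs to records under 300 bp. The pseudocount and minimum FPKM stayed at 1, so this rescaling also tightened the limits unequally. The log2 shift was largest in the rhizophore tip (-3.00) and smallest in the stem (-1.76). Median-of-ratios rescaling gave 1334, 858, 508 and 699 preferential loci, in the order of the unscaled counts. Loci under 300 bp made up 65.9% of those of the microphyll, 44.2% of those of the rhizophore tip, 54.7% of those of the shoot tip and 43.1% of those of the stem. At 300 bp or more, a limit chosen after the values were seen, the rhizophore tip had the most with 508, followed by the microphyll with 442, the stem with 377 and the shoot tip with 233. Among these longer loci, those with a record in all 4 tissues numbered 202 in the stem, 179 in the microphyll, 154 in the rhizophore tip and 86 in the shoot tip. The median FPKM of all preferential loci of 300 bp or more in their own tissue was 24.7 in the rhizophore tip, 25.2 in the microphyll, 59.4 in the stem and 32.2 in the shoot tip, and 124, 124, 156 and 73 of them reached an FPKM of 100. Many preferential loci had no record in any other tissue, namely 980 in the microphyll, 508 in the rhizophore tip, 307 in the shoot tip and 294 in the stem. A missing record shows that no transcript was assembled there, which is not a measured 0. Preferential loci with a record in all 4 tissues numbered 199 in the microphyll, 224 in the rhizophore tip, 94 in the shoot tip and 230 in the stem. By the rule for named loci, the most preferential loci of the rhizophore tip were positions 1 to 93 of contig 042485, with an FPKM of 24079 (bounds 11208 to 36950), and positions 1 to 94 of contig 032762, with an FPKM of 20346 (bounds 11329 to 29364). Neither had a record in the microphyll, shoot tip or stem, and their values rest on 14.0 and 20.4 fragment-equivalents. The opposite was seen at positions 308 to 403 of contig 104228, with an FPKM of 4112 in the microphyll, 8886 in the shoot tip and 8998 in the stem. It was also seen at positions 31 to 224 of contig 006656, with 9698, 5689 and 3503 in the same tissues. Both lacked a record in the rhizophore tip. The values at contig 104228 rest on only 17.0, 28.0 and 18.0 fragment-equivalents, with bounds of 4753 to 13242 in the stem. Those at contig 006656 rest on 132, 39.1 and 46.6. These 4 loci are not paired with gene names. Over the 29276 loci with an FPKM of 1 or more in at least 1 tissue, the rhizophore tip and the shoot tip were the most alike (Spearman rho 0.778) and the microphyll and the rhizophore tip the least (rho 0.605), with the other 4 pairs between 0.702 and 0.765. At 300 bp or more these values were 0.840 and 0.711 over 24121 loci. The correlations are across loci, which are not independent replicates. Loci with a record in exactly 2 tissues showed the same pair in front, with 801 in the rhizophore tip and shoot tip, 767 in the microphyll and shoot tip and between 231 and 445 in the other pairs. This is not separate support, since a missing record enters rho as 0 and such loci already feed the correlations. The leading pair also has the most fragment-equivalents, so depth may add to its count. The library taken as the shoot tip is labelled seedling, and if it holds more of the plant, its likeness to other tissues may reflect that.

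**Figure D1:**
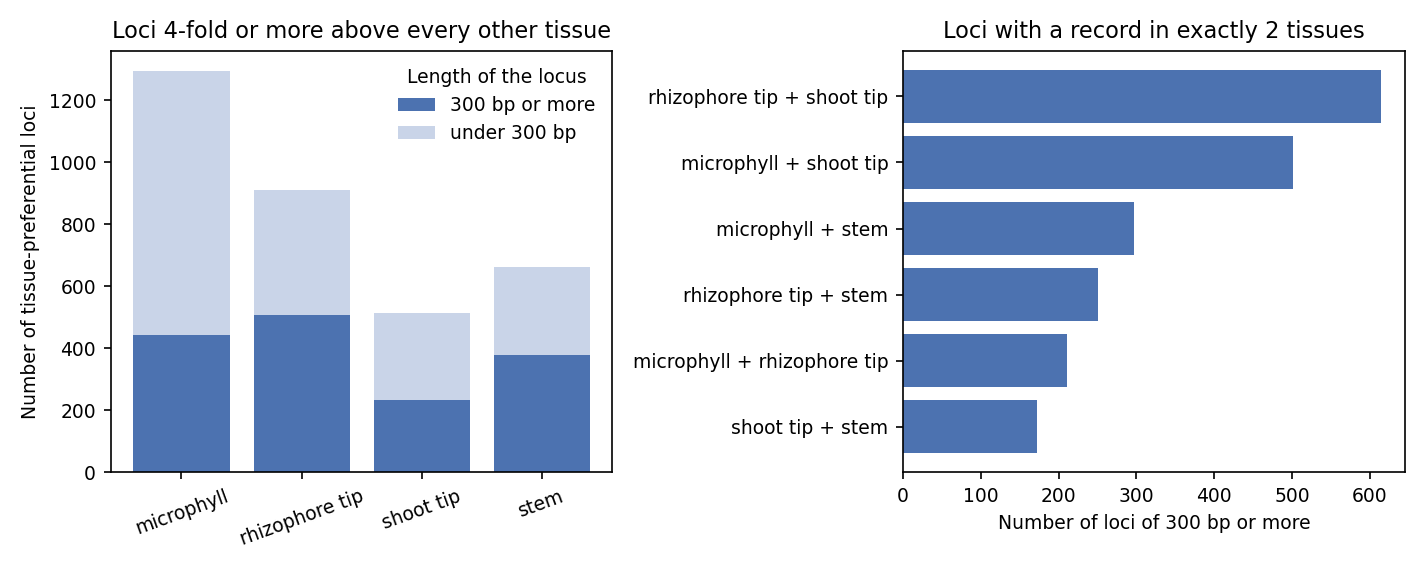
Left, number of tissue-preferential loci per tissue, with loci of 300 bp or more in dark and shorter loci in light blue. Right, number of loci of 300 bp or more with a record in exactly 2 tissues. The microphyll has the tallest bar with 1295 loci, of which 442 are 300 bp or more, and the rhizophore tip with the shoot tip has the longest bar of the pairs with 614.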

The *WOX* genes have evolved from ancient to intermediate to WUS clades, accompanied by the evolution of stem cell function in plants (Haecker et al., 2004; Mukherjee et al., 2009; van der Graaff et al., 2009; Aichinger et al., 2012; Lian et al., 2014; Zeng et al., 2015). The *WOX* family could be a useful tool for studying stem cells in plants. Green algae and mosses only have the ancient clade. Our data from *S. kraussiana* and previous studies in *S. moellendorffii* (Deveaux et al., 2008; Mukherjee et al., 2009; van der Graaff et al., 2009) showed that lycophytes have ancient and intermediate clades. Ferns, gymnosperms and angiosperms have all the three clades. Therefore, the intermediate clade might first originate in the common ancestor of lycophytes and euphyllophytes, suggesting that this clade evolved specifically in vascular plants. Conversely, there are no WUS-clade members in lycophytes, suggesting that stem cells in lycophytes are still at an early evolutionary stage.

In this study, we identified a lycophyte-specific clade in *S. kraussiana*; the evolutionary position of this clade is probably between the ancient and intermediate clades. This clade may have separated from the intermediate clade and further evolved in lycophytes. Studies on the functions of *S. kraussiana WOX* genes, together with studies on stem cell activities, organ formation, and regeneration in lycophytes using a molecular approach, may help us to understand the developmental mechanisms in the early evolution of vascular plants.

## Materials and Methods

### Plant Materials, Culture Conditions, and Microscopy

Plants of *S. kraussiana* were grown at 26°C under a 16-h light (∼5000 Lux)/8-h dark photoperiod in a greenhouse or plant chamber. Microscopy analyses were performed using a Nikon SMZ1500 microscope (Nikon, Tokyo, Japan).

### Genome Sequencing and Assembly

We extracted genomic DNA from seedlings of *S. kraussiana* and then employed whole-genome shotgun strategy to decode the genome of *S. kraussiana*. DNA library construction and deep sequencing were performed by Genergy Biotechnology Co. Ltd. (Shanghai, China). The average length of the inserted library was about 200 bp. The paired-end library was sequenced by Illumina HiSeq 2000 platform following the manufacturer’s instructions (Illumina Inc., San Diego, CA, USA.). About 289 millions (289,347,796) of pair-ended reads were generated, which corresponded to 250× sequencing depth. The pair-ended reads were assembled with ABySS software v1.5.1 (Simpson et al., 2009), using the default parameters in ABySS assembler. A total of 49,647 contigs were larger than 500 bp and 8561 contigs were larger than N50 (3096 bp).

### RNA-seq and Alignment

We extracted RNA samples from four different tissues of *S. kraussiana*: microphyll, shoot tip, rhizophore tip, and stem. The RNA extracts were used to construct RNA libraries and sequenced by Genergy Biotechnology Co. Ltd. (Shanghai, China). The average length of inserted library was about 300 bp. The pair-ended libraries were sequenced by Illumina HiSeq 2000. A total of 936843033 (stem, 208693928; leaf, 240658608; rhizophore, 229142616; seeding, 258347936) pair-ended reads were obtained. The first ten base pairs were trimmed off the reads. 

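The highest FPKM values in the 4 libraries belonged to very short loci. The locus with the highest FPKM, singled out after its values were seen, spans positions 1 to 92 of contig 000710 in the authors' assembly. Its FPKM was 3481510 in the shoot tip (bounds 3279240 to 3683790), 1290330 in the microphyll (1181360 to 1399300), 1071050 in the rhizophore tip (940590 to 1201520) and 784957 in the stem (664270 to 905644). Of the 10 loci with the highest FPKM, 10 in the microphyll and in the rhizophore tip and 9 in the shoot tip and in the stem were shorter than 300 bp, the average insert length. These 10 loci held 47.4% of the summed FPKM in the microphyll, 55.9% in the rhizophore tip, 65.6% in the shoot tip and 37.0% in the stem. Records under 300 bp were 15.5% of all records in the microphyll, 13.8% in the rhizophore tip, 14.4% in the shoot tip and 14.3% in the stem, but they held 75.4%, 87.7%, 85.8% and 72.2% of the summed FPKM in the same order of tissues. The deposited bounds allow an estimate of the fragments behind each value. If the upper bound lies 2 SD above the FPKM and the SD follows the square root of the number of fragments, the squared ratio of FPKM to SD gives that number, called fragment-equivalents. Among records of fewer than 100 fragment-equivalents, between 22.0% (stem) and 23.0% (microphyll) came within 0.02 of a whole number, where chance gives 4%, so the estimate is approximate for most records. The median record had 151 fragment-equivalents in the microphyll, 174 in the rhizophore tip, 187 in the shoot tip and 154 in the stem, and the sums were 18558934, 20131151, 22385367 and 17807960. These sums lie far below the read totals in the paper, and the reason was not tested. Records under 300 bp held 3.50% of the fragment-equivalents in the microphyll, 8.79% in the rhizophore tip, 3.45% in the shoot tip and 2.33% in the stem. The distance from the FPKM to its upper bound was 16.3%, 15.2%, 14.6% and 16.1% of the FPKM in the median record of the 4 tissues. These bounds cover the uncertainty within 1 library and not the spread between plants.

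**Figure D2:**
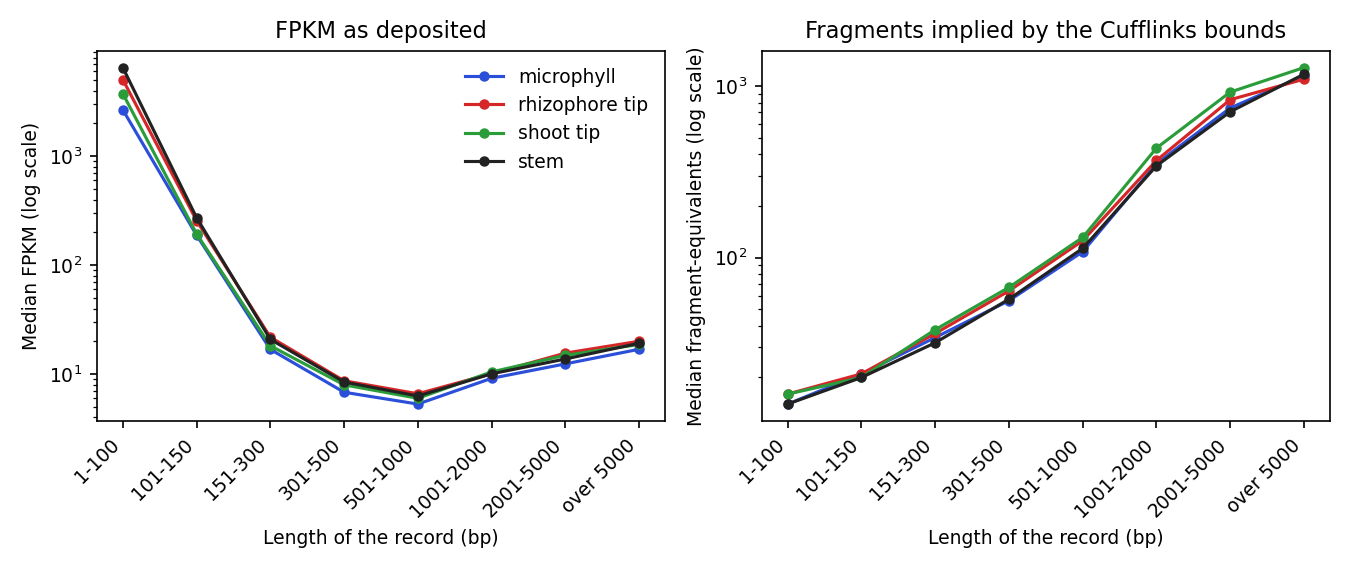
Median FPKM (left, log scale) and median fragment-equivalents (right, log scale) of the records in 8 classes of length in bp, with 1 line per tissue. In records of up to 100 bp the median FPKM lies between 2662 in the microphyll and 6498 in the stem, while the median fragment-equivalents lie between 14.0 and 16.0.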

The trimmed reads were aligned against the assembled genome sequence using TopHat V2.0 and then analyzed by CuffLinks V2.1 (Trapnell et al., 2010).

### Genome Annotation by MAKER

To identify *SkWOX* genes, we used MAKER annotation pipeline (v 2.31) to annotate the assembled genome of *S. kraussiana*. The aligned RNA-seq dataset were used as EST evidences. The protein sequences of related *S. moellendorffii* species were used as protein evidences. We trained SNAP predictor with the protein sequences of *S. moellendorffii*. The repeat sequences dataset from *S. moellendorffii* were used as the input of RepeatMasker (v 4.0.5). After annotated by MAKER, those genes which were not supported by evidence or did not have a PFAM domain were filtered out. The genes were annotated by InterProScan (version: 5.15-54.0) (Jones et al., 2014).

### Flow Cytometry

Flow cytometry analyses to determine the nuclear DNA contents of *S. kraussiana* and *A. thaliana* were performed according to the method described previously (Galbraith et al., 1983; Dolezel et al., 2007; Little et al., 2007). Approximately 150-mg rosette leaves of 3-week-old *A. thaliana* (Col-0) plants and 60-mg young branchlets of *S. kraussiana* were homogenized on ice in 1-ml ice-cold modified Galbraith’s buffer (45-mM MgCl_2_, 30-mM sodium citrate, 20-mM MOPS, 1% (vol/vol) Triton X-100, pH7.0, 5-mM sodium metabi-sulfite and 5-μl β-mercaptoethanol) complemented with 50-μg/ml PI and 100-μg/ml RNase. The homogenate was filtered through a 40-μm nylon cell strainer (Falcon, BD Biosciences, San Jose, CA, USA), then the filtrate with an additional 50-μg RNase was incubated at 37°C for 30 min. Samples were kept on ice in the dark until analysis. Approximately 5000 particles were measured at a low sample flow rate using a CytoFLEX flow cytometer (585/42 BP channel, 488-nm laser, Beckman Coulter Inc., Brea, CA, USA), and the data were analyzed with FlowJo_V10 software.

### RT-PCR

RNA was extracted from seedlings or rhizophores of *S. kraussiana* using TRIzol Reagent (Life Technologies, Carlsbad, CA, USA) and used as the template for reverse transcription as previously described (Xu et al., 2003; He et al., 2012). The RT-PCR analyses were performed using the following gene-specific primers:

5′-GTAAGTAAGCTTTTCAGATG-3′ and 5′-GTATGTGATCTATAAGCTTG-3′ for *SkWOX13A*; 5′-CACATGCACCTTATATTCCTCC-3′ and 5′-CGTACATACCATTGCATGAG-3′ for *SkWOX13B*; 5′-GCAGAACGAGGAGATTAGCG-3′ and 5′-GTCGTGTTAGCTCTAGTATAG-3′ for *SkWOX13C*; 5′-CAATCGCAACGTACGTTACAG-3′ and 5′-GTACTTTGTCGAGAAGGACAC-3′ for *SkWOX13D*; 5′-TAGGATCAAGTGACCACCTG-3′ and 5′-CAACTCAGAAGTCTGATGATC-3′ for *SkWOX13E*; 5′-CGAGTCTCTCACACTCAGAC-3′ and 5′-GAGCCTGAACCTGAACACAG-3′ for *SkWOX11A*; 5′-GTCTCCGTGAAGAAGCCCAAAG-3′ and 5′-GCGCACACAGCGGTGCACTG-3′ for *SkWOX11B*; and 5′-GGTTCGTGAGTCATTTGTGA-3′ and 5′-GTCGCCAGACTTACGAATTC-3′ for *SkWOX11C*.

## Accession Numbers

The Whole Genome Shotgun project (DNA-seq data) has been deposited in DDBJ/EMBL/GenBank. RNA-seq data have been deposited at GEO. The sequences of *WOX* genes have been deposited in GenBank. Accession numbers are listed in **Table 1.**

## Author Contributions

All authors listed, have made substantial, direct and intellectual contribution to the work, and approved it for publication.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

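Transcripts were measured by RNA-seq in 4 tissues of S. kraussiana, the microphyll, rhizophore tip, shoot tip and stem, with 1 library per tissue. The authors trimmed the reads by 10 bp, aligned them with TopHat 2.0 to contigs that they had assembled with ABySS 1.5.1 from genomic reads, and ran CuffLinks 2.1. The deposited values are FPKM per assembled transcript locus with a lower and an upper bound, estimated by the authors within each library and with no stated scaling between libraries. Identifiers are numbered afresh in each library and no reference annotation was used, as the empty annotation columns of the records show, so 1 identifier stands for different loci in different tissues. Every record carries the status OK and 0 records have an FPKM of 0.

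Starting from these FPKM values, positions were rewritten to count from 1 and records that overlap by at least 1 bp on a contig were merged into loci over the 4 tissues. FPKM values were summed per locus and tissue, and a tissue without a record was entered as 0 before a pseudocount of 1 was added. A locus counted as expressed at an FPKM of 1 or more. It counted as tissue-preferential when FPKM + 1 was at least 4 times that of every other tissue. Folds on this scale understate the change of low loci. Spearman's rho was computed on log2(FPKM + 1) over loci expressed in at least 1 tissue. Since there is 1 library per tissue, no p-value was computed and no paired or blocked comparison exists. The strand protocol of the libraries is not given in the sources used here, and overlapping genes, antisense genes and near-identical copies cannot be separated.

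The rule for named loci was set before the data were examined. It took the 8 SkWOX genes and, as the records carry no gene names, the 2 loci with an FPKM of 10 or more that lay highest above every other tissue in the rhizophore tip and the 2 that lay lowest below an FPKM of 10 or more in every other tissue. Lists of gene families had also been set, to be matched by annotated name (photosynthesis, cell cycle, ribosomal proteins, cell wall, auxin, meristem regulators, root hair and contaminant markers). No list could be matched to records without names, so no list has a result. The FPKM values, percentiles, tissue specificity and list comparison planned for the SkWOX genes were not computed, because the contig numbers drawn in Figure 4 use another numbering than the records.

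The calling of tissue-preferential loci was tested on simulated data made from 15272 loci of 300 bp or more with a mean FPKM of at least 5 and a record in all 4 tissues. Every tissue was given the mean FPKM, with noise of the size of the bounds. Of 200 loci raised 8-fold in 1 tissue, 194 were called for the microphyll, 197 for the rhizophore tip, 196 for the shoot tip and 196 for the stem. Of 200 raised 2-fold, at most 1 was called in any tissue. At most 1 locus that had not been raised was called in any of these runs. The noise does not include differences between plants. Folds of 2 and 8 lie well to either side of the 4-fold rule, so the runs check only that the rule works as written. They cover neither loci under 300 bp nor loci without a record in some tissue, and most of the preferential loci are of these kinds. The error of the reported counts is therefore not known from them.

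Depth is known only from the read totals in the paper and from the fragment-equivalents implied by the bounds, which are approximate. Alternatives set before the data were examined changed the pseudocount, the minimum FPKM, the fold, the scaling between libraries, the way records are joined and the use of the bounds. Restrictions to loci of 300 bp or more, to loci with a record in all 4 tissues, or both, and the rescaling of expressed loci, were added after the data were seen. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.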

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

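The tests on the length term, short abundant RNAs, short loci, scaling and read depth were chosen only after the result was seen, and the test on the detection limit after the pattern but before its own value was computed. Each item was picked because it is a signal at loci that the paper does not discuss. The libraries have no replicates, so none of the patterns has been checked in a further sample.

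The highest FPKM was 3481510, at a locus of 92 bp on contig 000710 in the shoot tip, which rests on 1185 fragment-equivalents. The length term of FPKM may account for such values: per FPKM and kb, records of 1001 to 2000 bp held at least 487 times the fragment-equivalents of records of up to 100 bp, the lowest ratio over the 4 tissues. Short abundant RNAs stay open for part of these loci, since between 0.326% (stem) and 3.07% (rhizophore tip) of the records of 101 to 150 bp rest on over 1000 fragment-equivalents, and no sequence was used that could name them.

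The microphyll had the most tissue-preferential loci, 1295 against 910 in the rhizophore tip. Scaling between libraries stays open, because the rescalings gave unlike leads. By median-of-ratios, with factors between 0.961 and 1.06, the microphyll kept its lead with 1334 against 858 in the rhizophore tip. Rescaled to the same sum of FPKM, the microphyll had 773 and the stem 749, a lead of less than 2 SD of the difference of the counts. This SD treats loci as independent counts and does not measure the spread between libraries. The same-sum rescaling also kept the pseudocount and minimum FPKM at 1, which changed the limits unequally between tissues. The pattern goes with short loci: at 300 bp or more the microphyll had 442 and the rhizophore tip 508. A higher number of short transcripts in the microphyll and a difference in how transcripts were assembled there stay open, and a biological difference between tissues was not tested, since tissue and library are the same.

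The rhizophore tip and the shoot tip shared 801 loci with no record in the microphyll and stem, the most of the 6 pairs. Records near the detection limit do not account for the whole lead. At an FPKM of 5 or more in both tissues the pair kept 87 loci of 300 bp or more. The next pair there, the rhizophore tip and stem, had 27. Most of the shared loci were lower: their median FPKM was 3.10, and the 87 are part of 614 at 300 bp or more. For these lower loci the detection limit stays open. Read depth stays open: the pair with the most reads in the paper, the microphyll and shoot tip, had 501 loci of 300 bp or more against 614, but the shoot tip and rhizophore tip have the most fragment-equivalents. A biological difference between tissues, tissue carried over between samples and a shared library batch were not tested and stay open. The library taken as the shoot tip is labelled seedling. Whether it holds more of the plant than the shoot tip is not known, and this was not tested either.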

How the results depend on the processing

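Restrictions by length or to loci with a record in all 4 tissues, and the rescaling of expressed loci, were chosen only after the result was seen. Of 116 comparisons with an alternative, 65 stayed within 1.5 times a count or share, or within the 95% interval of a correlation over 100 resamples of the loci, and 51 moved. Of the 65, 18 could not move: all records have the status OK, and the 4-fold rule already requires more than the minimum FPKM. Some of the 51 had to move, as given below for expressed loci with 1 record in each tissue. The number of preferential loci is given in the order microphyll, rhizophore tip, shoot tip and stem. It was 3396, 2140, 1201 and 1702 at 2-fold and 689, 490, 284 and 321 at 8-fold. It was 1986, 1340, 787 and 923 with a pseudocount of 0.1, and 597, 481, 266 and 378 with a pseudocount of 5. With each library rescaled to the same sum of FPKM, which shifts log2 values by -1.95, -3.00, -2.74 and -1.76, it was 773, 331, 216 and 749. The pseudocount and minimum FPKM stayed at 1, so these counts mix scaling with limits that tightened unequally between tissues. Requiring 1 record in each tissue left 107, 156, 43 and 120. It was 442, 508, 233 and 377 at 300 bp or more, 199, 224, 94 and 230 with a record in all 4 tissues, and 179, 154, 86 and 202 with both. The shoot tip had the fewest under each of the other 13 alternatives, and the microphyll the most under 9 of them; the exceptions were 1 record in each tissue and the 3 settings added later. Expressed loci moved with 1 record required in each tissue, to 13546, 13704, 13721 and 13743. Only 14094 loci had 1 record in each tissue, too few for any of these counts to stay within 1.5 times. At the same sum of FPKM the expressed loci numbered 19322, 16068, 17236 and 19728, within 1.5 times but in another order. The minimum FPKM stayed at 1 there too, and this order follows the unequal log2 shifts. The rho of the microphyll and rhizophore tip was 0.527 at the same sum of FPKM, 0.630 with no minimum FPKM, 0.519 at a minimum of 5, 0.746 with 1 record in each tissue and 0.711 at 300 bp or more; that of the rhizophore tip and shoot tip was 0.734, 0.792, 0.724, 0.870 and 0.840. These stayed the lowest and the highest of the 6 pairs under all 7 alternatives that could change them. A rescaling keeps the ranks within a tissue, so it changes rho only through which loci reach the minimum FPKM. The rescalings therefore do not check this order against the scaling between libraries. At 300 bp or more the 10 highest loci held 9.88%, 9.84%, 12.2% and 12.3% of the summed FPKM. This limit leaves out 10, 10, 9 and 9 of the 10 highest loci of the 4 tissues, as these are under 300 bp. Beyond this and the limits named above, why values moved was not tested. The alternatives planned for the SkWOX genes (other records, scaling, pseudocount, minimum FPKM, status, bounds) were not run. No paired analysis was possible because each tissue has 1 library. Without counts or replicates, precision is limited to the bounds of each library, and leaving out a replicate was not possible.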

Other observations

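All tests in this part were chosen only after the result was seen. Which tissue had the most loci recorded there alone depended on the minimum FPKM. Among loci of 300 bp or more with an FPKM of 5 or more, 148 had a record in the rhizophore tip alone, 90 in the microphyll alone, 61 in the stem alone and 44 in the shoot tip alone. Without a limit on length or FPKM the microphyll had the most, with 2044 against 1168 in the rhizophore tip, 637 in the stem and 862 in the shoot tip. It also had the most at 300 bp or more, with 1168 against 854 in the rhizophore tip, and at 300 bp or more with an FPKM of 1 or more, with 675 against 537. The microphyll was the tissue most often lacking a record that the other 3 had. At 300 bp or more and an FPKM of 5 or more, 143 loci were recorded in every tissue but the microphyll, 80 in every tissue but the rhizophore tip, 51 in every tissue but the stem and 25 in every tissue but the shoot tip. With no such limit, these numbers were 1100, 927, 692 and 342. No gene names can be given for these loci.

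The hypothesis that a record at the drawn position marks the gene, without the contig number, was tested for 5 SkWOX genes drawn in Figure 4. A record was asked to start from 150 bp before to 20 bp after the drawn start and to end from 20 bp before to 150 bp after the drawn end. For SkWOX13B, 5 contigs had such a record in the rhizophore tip and no overlapping record in the other tissues, and between 0 and 5 contigs had one at 10 positions shifted in steps of 100 bp. The paper describes preferential and not exclusive expression of SkWOX13B there, so this search was stricter and could have dropped its contig. For SkWOX13C, SkWOX13E, SkWOX11B and SkWOX11C, with a record required in all 4 tissues, there were 126, 6, 17 and 3 contigs, against 2 to 21, 1 to 5, 3 to 17 and 0 to 14 at the shifted positions. Position alone therefore did not single out a contig for any of these 5 genes.

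The read totals that the paper lists for the 4 tissues add up to 936843088, which is 55 more than the total of 936843033 that the paper gives.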
